A study of Mus musculus with 6 samples. Its data were reported in "SOX11 and SOX4 drive the reactivation of an embryonic gene program during murine wound repair" (2019).

How the data were processed

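Epidermis of mouse embryos at embryonic day 16 was profiled on 6 Agilent SurePrint G3 mouse expression arrays in 2 colours. Each array carried RNA of a knockout in one dye and RNA of wild-type littermate epidermis in the other. The knockouts were conditional deletions (cKO) of Sox4, of Sox11, or of both genes (dcKO), with 2 arrays per genotype. On replicate 1 of each genotype the knockout was labelled with Cy5 and the wild type with Cy3, and on replicate 2 the dyes were swapped. Groups, replicate numbers and dyes were taken from the sample labels. The biological samples differed between the swapped arrays, so each array counted as 1 replicate.

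The authors extracted the scanned images with Agilent Feature Extraction, and the deposited scanner files give the intensity of each spot as median pixel brightness in the red (Cy5) and green (Cy3) channels, with the local background beside it. These intensities had not been normalized. The same deposited files hold a log10 ratio of red over green that Feature Extraction computed after its own background subtraction and dye normalization. The authors' series table holds 1 value per probe and array, which was found to be the log2 ratio of knockout over wild type. Per the study's methods these values were background corrected with the normexp model and an offset of 16 and normalized by loess in limma, and a colour effect was then removed with ComBat. Set against values computed here from the scanner files, the series table had a slope of 1.00 and a correlation across probes of 0.9999 or higher on every array, without any colour adjustment, so the adjustment was not part of the table. The files hold no mean signals, so median signals were used. All 6 arrays lay on 1 slide and were read in 1 scan, so a slide or scan effect could not be fitted.

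Each array held 62976 spots, of which 59305 were not controls. Between 38.9% and 43.6% of the non-control spots were well above background in a channel. No spot was saturated, and between 183 and 233 spots per array carried an outlier mark and were left out. The spike-in controls rose with a slope of 0.828 to 0.848 (log ratio measured against log ratio added), so fold changes were somewhat compressed on these arrays. The number of arrays limited the precision of every comparison.

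Values were computed in R 4.3.3 with limma 3.58.1. Signals were corrected with normexp and an offset of 16, fitted on all spots. Control spots were then removed, and log2(Cy5/Cy3) of the other spots was normalized by loess within each array. Spots of the same probe were averaged (432 probes were spotted more than once, 399 of them 10 times), which left 55681 probes. A linear model was fitted to all 6 arrays with 1 coefficient per genotype (+1 where the knockout was in Cy5 and −1 where it was in Cy3) and 1 dye coefficient, with empirical Bayes moderation (6.63 prior and 2 residual degrees of freedom). The dye coefficient took the place of ComBat so that its degree of freedom was counted. Because replicate 1 always had the knockout in Cy5, this coefficient was also a replicate block. Probes were called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change over 1.5, as in the study's methods. All tests were two-sided, and every adjusted p given for a probe or gene comes from limma. Differences between knockouts, and the departure of dcKO from the sum of both single knockouts, were tested as contrasts of the same model.

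Whether the replicate numbers paired the arrays was checked from the deviations of each array's log2(Cy5/Cy3), signed as knockout over wild type, from its genotype mean. The deviations of arrays with the same number correlated across probes at r = 0.26 (Sox4 cKO and Sox11 cKO), 0.31 (Sox4 cKO and dcKO) and 0.33 (Sox11 cKO and dcKO). The pairing came from the labels' replicate numbers, which coincide with the dye orientation. Without the replicate block, 103 probes were called in dcKO.

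Probes were named through RefSeq accessions and symbols of the mouse assembly GRCm38.p6. Of the probes, 28341 received a symbol, for 21370 symbols in all. The array's design was annotated on another assembly, so no coordinates are given. A gene with several probes was represented by the probe with the highest mean intensity. The probe A_52_P127877 has no name through these tables and was named Flg after the study's own probe table. Hbb-bs and Tincr had no named probe. Where a probe was not well above background on any array of a group, the brighter group is given as at least N-fold over the dimmer one. That bound compares the mean of the bright channel with the lowest signal among probes well above background, or with the dim probe's own signal where that was higher, in log2 channel values after loess and Aquantile normalization.

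Gene lists were tested with camera at a preset correlation between genes of 0.01, with fry and with camera at an estimated correlation beside it, on 1 probe per gene. The lists were the epidermal differentiation complex (EDC, a cluster of genes for cornified envelope proteins, here all Lce and Sprr genes and further named members, without the S100 genes), the targets that the study listed as activated or repressed by SOX11 and SOX4, and markers of dermal fibroblasts, blood vessels, red blood cells, immune cells, melanocytes, muscle, hair follicle buds, periderm and proliferation. The last 9 lists were tested in 3 genotypes, and their p-values were adjusted over these 27 tests. The lists of cell types, the model, the thresholds and the genes to be named were fixed before the data were examined. Named genes were Sox4, Sox11 and Sox12, the differentiation and target genes the study followed, the genes of the lists, and for each comparison up to 10 called genes with the largest change in each direction, provided that both arrays had the same sign and the higher channel was well above background on both.

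The alternatives tried were a fit without the replicate block, ComBat before the fit, an offset of 50, no background subtraction, median centring in place of loess, the Feature Extraction log ratio, the series table, a filter for probes well above background, a trended and robust prior, other thresholds, 1 probe per gene, outlier spots kept, the 2 arrays of a genotype alone, and leaving out each array in turn. A slide block was not run because there was 1 slide. The fit and calls were tested on simulated data of 55667 probes with 200 probes changed by a log2 of 2 in dcKO. Of these, 99.5% passed the adjusted p threshold in dcKO, and 3.40% of the probes that passed had not been changed. In the unchanged Sox4 cKO and Sox11 cKO of that simulation 0 probes passed. The noise was drawn independently for each probe and array from the spread that limma had fitted. These rates therefore check the fit and are not error rates of the calls on the real arrays. Figures were drawn with matplotlib 3.10.9.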

Results

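To ask which transcripts change when Sox4, Sox11 or both are lost from embryonic epidermis, RNA of knockout and wild-type littermate epidermis was compared on 6 arrays in 2 colours, with 2 arrays for each of Sox4 cKO, Sox11 cKO and dcKO. A cKO is a knockout limited to a tissue, and dcKO lacks both genes. Values are log2(knockout/wild type) per probe, with the mean of the 2 arrays as the fold change and limma's moderated standard error and adjusted p. The median raw signal of an array was between 58 and 63.5 in Cy5 over a background of 49 to 51, and between 37 and 42 in Cy3 over a background of 26 to 32, so most of the 55681 probes lay near background.

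The targeted genes were examined first. Sox4 had 2 probes, which differed. The dimmer one (A_55_P2131899) was well above background in both wild-type samples and on neither array in the knockout. It was at least 3.05-fold lower in Sox4 cKO (fitted log2 fold change −1.96, adjusted p = 0.0288) and at least 3.0-fold lower in dcKO (−1.58, adjusted p = 0.00227). In Sox11 cKO it did not differ from the wild type (0.08, adjusted p = 0.947). The brighter probe (A_55_P2121613) changed less, by −0.42 in Sox4 cKO (adjusted p = 0.804) and by −0.82 in dcKO (adjusted p = 0.0776), and neither value passed the adjusted p threshold. In dcKO it passed under several alternatives, among them an offset of 50 (−0.77, adjusted p = 0.00925). Both Sox11 probes lay near background. Neither was well above background on any Sox11 cKO or dcKO array in the knockout channel. In Sox11 cKO no fold can be given for either probe (adjusted p = 0.979 and 0.924). In dcKO the first (A_55_P2094721) was at least 1.36-fold lower (adjusted p = 0.197), with 1 of the 2 wild-type samples well above background. The second (A_52_P160955) was not well above background in the wild type either, so no fold can be given (adjusted p = 0.52). The arrays therefore could not check the Sox11 genotype. Sox12, a relative of both genes, was not well above background in either channel in dcKO (adjusted p = 0.93).

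The 2 arrays of a genotype were compared across probes, with the dye difference between them left in. On that scale, log2(knockout/wild type) of replicates 1 and 2 correlated at r = −0.11 in Sox4 cKO, −0.09 in Sox11 cKO and 0.21 in dcKO (Spearman −0.11, −0.12 and 0.01). These are correlations across probes, which are not independent replicates. The half-sum of the replicates, which carries the genotype effect, exceeded an absolute log2 of 1.5 for 145 probes in dcKO, against 11 probes for the half-difference, which carries only dye and replicate error. In Sox4 cKO the numbers were 10 and 22, and in Sox11 cKO 21 and 9. Among probes well above background the dcKO correlation rose to 0.50. With the dye difference removed by ComBat, the correlations were 0.42 in Sox4 cKO, 0.46 in Sox11 cKO and 0.67 in dcKO. ComBat estimates that difference from the same replicates that it adjusts, which raises these correlations by construction. They therefore do not gauge the agreement of the replicates.

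**Figure D1:**
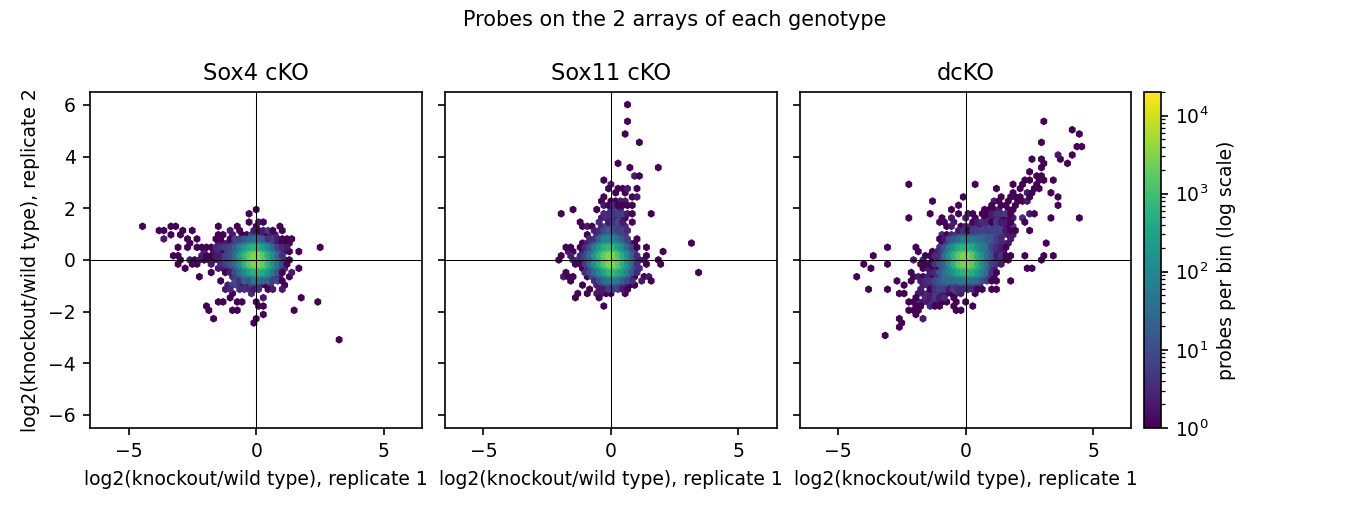
Log2(knockout/wild type) of each probe on replicate 1 (x axis) and replicate 2 (y axis) for Sox4 cKO, Sox11 cKO and dcKO, with colour giving the number of probes per bin on a log scale. In dcKO 145 probes had a half-sum over 1.5, which lie along the diagonal, whereas the single knockouts had 10 and 21.

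Few probes were called after the loss of a single gene. In Sox4 cKO 3 probes were called, all lower: the dimmer Sox4 probe, Plppr3 (−1.60 ± 0.14 SD, n = 2) and Tes (−1.53 ± 0.21 SD, n = 2). Each had an adjusted p of 0.0288 in limma. In Sox11 cKO limma called 0 probes. At an unadjusted p under 0.05 there were 3432 probes in Sox4 cKO and 3919 in Sox11 cKO, where 2784 would be expected by chance. The calls in Sox4 cKO were sensitive to the processing, with 0 probes at an offset of 50. In Sox11 cKO 7 probes were called without background subtraction, all higher, and 2 with only its own arrays in the fit.

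In dcKO 115 probes were called, 96 higher and 19 lower, and 5510 probes had an unadjusted p under 0.05. They represented 96 named genes and 13 probes without a gene name. By adjusted p alone 465 probes passed, 293 higher and 172 lower. With the Feature Extraction log ratio in place of normexp and loess 0 probes were called, which was the largest fall under any alternative. Without 1 dcKO array, 118 or 163 probes were called, and these included 79 or 101 of the 115. Among genes named through the reference table, which leaves out the probe that the study named Flg (4.66), the higher ones with the largest changes were Lce1b (4.63 ± 0.58 SD, n = 2), 2310050C09Rik (4.31), Lce1m (4.18), Lce1k (4.13), Sdcbp2 (3.89), Lce1h (3.80), Tmem229b (3.75), Lce1l (3.47), Lce1c (3.30) and Kprp (3.25). Their adjusted p ranged from 2.78e-06 for Lce1b to 0.000714 for Lce1m. Among the lower genes with the largest changes were Vsig8 (−3.09, adjusted p = 0.0044), Kng1 (−2.56), Tmem119 (−2.51), Plppr3 (−2.44), Sftpd (−2.43), Elf5 (−1.90), Kcna1 (−1.90), Pla2g4e (−1.86) and Fap (−1.76). For Plppr3 and Kng1 the knockout channel was well above background on 1 of the 2 arrays. Sftpd was lower by unequal amounts on the 2 arrays (−3.72 and −1.14). Tes also fell by 1.62 in dcKO (adjusted p = 0.00102).

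**Figure D2:**
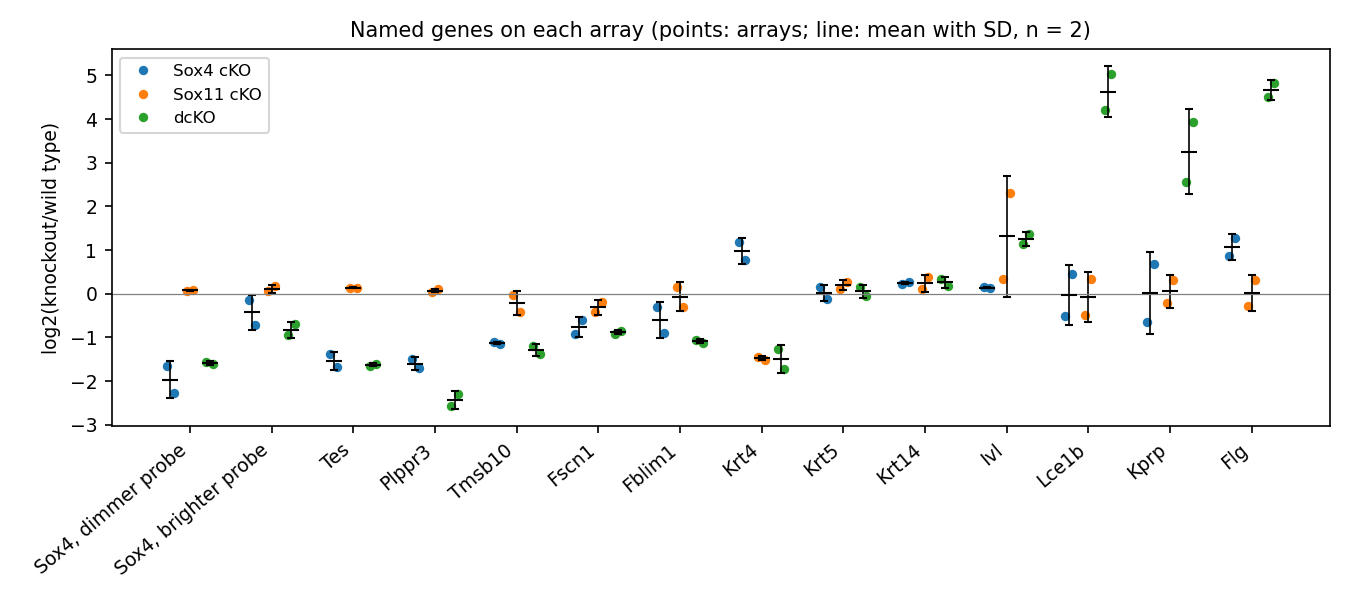
Log2(knockout/wild type) of named genes in Sox4 cKO, Sox11 cKO and dcKO, with 1 point per array and a line for the mean with its SD (n = 2). Lce1b, Kprp and Flg rose in dcKO (4.63, 3.25 and 4.66), whereas Krt5 and Krt14 stayed near 0 (0.06 and 0.26).

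The study asked which changes need the loss of both genes. Of the 115 probes called in dcKO, 112 were called in neither single knockout, and the other 3 were those called in Sox4 cKO. Being called in one comparison and not in another is not a test of their difference, so the differences were tested. Between dcKO and Sox4 cKO 73 probes differed, 62 of them higher in dcKO, and 67 of the 115 dcKO calls passed the adjusted p threshold of this test. Between dcKO and Sox11 cKO 76 probes differed, 57 higher in dcKO, and 69 of the 115 passed. Both tests were passed by 57 of the 115. The dcKO values departed from the sum of both single knockouts at 48 probes (40 above the sum and 8 below it), 44 of which were dcKO calls. Without the replicate block these counts were lower, with 46 probes against Sox4 cKO and 24 against the sum. The median log2 fold change of the higher dcKO calls was 1.98 in dcKO, 0.01 in Sox4 cKO and 0.07 in Sox11 cKO. For the lower calls it was −1.86, −0.21 and 0.20. Lce1b departed most from the sum among higher genes (fitted value 4.72, adjusted p = 0.000473), and it was not well above background in either channel in Sox11 cKO.

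EDC genes encode proteins of the cornified envelope, the outer shell of differentiated keratinocytes. Of the 51 EDC genes on the array, 38 were higher in dcKO, with a median log2 fold change of 0.86 and a mean of 1.35 (camera p = 4.77e-25, fry p = 0.000251, camera with estimated correlation p = 0.00617). The median was 0.77 on replicate 1 and 1.47 on replicate 2, and 36 genes were higher and 7 lower on both arrays. Over all probes 20 EDC genes were called in dcKO, 19 of them higher, and Prr9 was lower (−1.52, adjusted p = 0.00509). Adjusted over the list alone, 20 genes were called and 36 passed the adjusted p threshold, against 24 over all probes. With 2 genes set to the lower bound that a dim wild-type channel allows, the median was 0.83. In 7 genes neither channel was well above background, and without them the median was 1.21. The list had medians of −0.03 in Sox4 cKO (camera p = 0.406, estimated correlation p = 0.416) and 0.05 in Sox11 cKO (camera p = 0.567, estimated correlation p = 0.556). The difference of dcKO from the sum of both had a median of 0.58 (camera p = 1.73e-21, fry p = 0.000325, estimated correlation p = 0.00727). Kprp, Lelp1 and 2310050C09Rik, which were called higher in dcKO, were not well above background in either channel in Sox11 cKO. The Sox11 cKO median and the difference from the sum therefore rest in part on genes near background. With the S100a genes of the region added, the dcKO median was 0.56, the lowest of all alternatives.

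The probe that the study named Flg, for filaggrin, rose by 4.66 ± 0.24 (SD, n = 2) in dcKO. Its adjusted p in limma was 2.78e-06 in dcKO, and it changed by 1.07 in Sox4 cKO (adjusted p = 0.136). In Sox11 cKO it was not well above background in either channel (adjusted p = 0.987). Other markers of differentiation changed less. Ivl (1.25, adjusted p = 0.136), Cdsn (1.77, adjusted p = 0.169), Krt1 (0.64, adjusted p = 0.489), Krt10 (0.63, adjusted p = 0.468), Lor (0.42, adjusted p = 0.624), Casp14 (0.64, adjusted p = 0.206) and Dsg1a (0.39, adjusted p = 0.359) were higher on both dcKO arrays without passing the threshold. This held under 7 of 10 alternatives other than leaving out an array for Ivl and Dsg1a, and under 8 for Cdsn and Casp14. Under the remaining ones these genes passed. Krt1, Krt10 and Lor passed under none. Leaving out 1 array gave 0.09 to 0.74 for Lor and 0.28 to 0.97 for Krt10. Not all of these markers had a larger mean in dcKO than in Sox11 cKO. In Sox11 cKO the fold changes of Cdsn (1.94, adjusted p = 0.691), Ivl (1.32, adjusted p = 0.685), Krt1 (0.85, adjusted p = 0.695) and Lor (0.69, adjusted p = 0.696) were higher than in dcKO, with larger values on replicate 2 than on replicate 1. On replicate 1 they were 0.20, 0.33, 0.09 and 0.07 in Sox11 cKO, below the 1.43, 1.15, 0.57 and 0.50 in dcKO. On replicate 2 each was higher in Sox11 cKO than in dcKO. Whether their rise was particular to dcKO is therefore not settled by these means. The basal keratins did not differ from the wild type (Krt5 0.06, adjusted p = 0.939, and Krt14 0.26, adjusted p = 0.581). Krt5 lay on either side of 0 on the 2 arrays. Tcf7l1 (−0.44, adjusted p = 0.265), Tcf7l2 (0.12, adjusted p = 0.816), Krt18 (−0.48, adjusted p = 0.443) and the reference gene Mrpl19 (0.17, adjusted p = 0.735) did not differ either.

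The 25 genes that the study listed as activated by SOX11 and SOX4 were partly selected on these same arrays, so their change is not independent evidence. All 25 were lower on both dcKO arrays, with a median of −0.87 (camera p = 1.71e-26, fry p = 0.00134, estimated correlation p = 0.00797). Over all probes 0 of them were called and 12 passed the adjusted p threshold. Adjusted over the list alone, 1 was called and 24 passed. The list was lower in Sox4 cKO as well, with a median of −0.60 (camera p = 3.6e-25, fry p = 0.00301, estimated correlation p = 0.00842), and near 0 in Sox11 cKO (−0.07, camera p = 0.0129, fry p = 0.108). The median of dcKO minus Sox4 cKO was −0.25 (camera p = 7.2e-06, fry p = 0.0548, estimated correlation p = 0.0427), and 0 of the 25 genes differed between these genotypes at the adjusted threshold. Tmsb10 fell by 1.29 in dcKO (adjusted p = 0.00367) and by 1.13 in Sox4 cKO (adjusted p = 0.136). Fblim1 fell by 1.09 in dcKO (adjusted p = 0.0111) and by 0.60 in Sox4 cKO (adjusted p = 0.727). Fscn1 fell by 0.88 (adjusted p = 0.0193) and 0.76 (adjusted p = 0.351). Of the known targets outside the list, Tead2 fell by 0.87 in dcKO (adjusted p = 0.0326) and by 0.92 in Sox4 cKO (adjusted p = 0.307), and Tubb3 did not differ (−0.04 in dcKO, adjusted p = 0.957). The 4 genes listed as repressed were partly selected on these same arrays too, so their change is not independent evidence either. They had a median of 0.62 in dcKO and were higher on both arrays (camera p = 6.5e-06, fry p = 0.0028, estimated correlation p = 0.0446). None of the 4 passed over all probes, and 4 passed when adjusted over the list alone. Their medians were 0.12 in Sox4 cKO and 0.04 in Sox11 cKO.

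Lists of marker genes gauged the makeup of the samples. Some of their genes were not well above background, so these medians are of fitted values. By camera, dermal fibroblast genes were lower in Sox4 cKO (median −0.59, adjusted p = 0.00137) and dcKO (−0.75, adjusted p = 0.00137), muscle genes (−0.90, adjusted p = 0.000719) and blood vessel genes (−0.22, adjusted p = 0.0269) in Sox4 cKO, and proliferation genes in Sox11 cKO (−0.15, adjusted p = 0.00282). Periderm genes, of the transient outer layer of embryonic skin, were higher in Sox4 cKO (0.48, adjusted p = 0.0146) and lower in Sox11 cKO (−1.15, adjusted p = 2.96e-07) and dcKO (−1.17, adjusted p = 2.96e-07). None of the 27 tests passed after adjustment under fry (lowest adjusted p = 0.551) or with an estimated correlation (lowest adjusted p = 0.822). The dermal list had opposite signs on the Sox4 cKO arrays (−1.14 and 0.39), as did the muscle list (−1.88 and 0.08). In dcKO both arrays had a lower dermal median (−0.81 and −0.68). The remaining lists passed in no genotype, with dcKO medians of 0.39 for red blood cells (−0.56 and 1.36 on the 2 arrays), 0.14 for immune cells, −0.08 for melanocytes and −0.38 for hair follicle buds. Within the periderm list, Krt4 (−1.50, adjusted p = 0.00176), Krt19 (−1.40, adjusted p = 0.0183) and Krt17 (−1.37, adjusted p = 0.00509) were lower in dcKO, short of the fold change threshold.

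**Figure D3:**
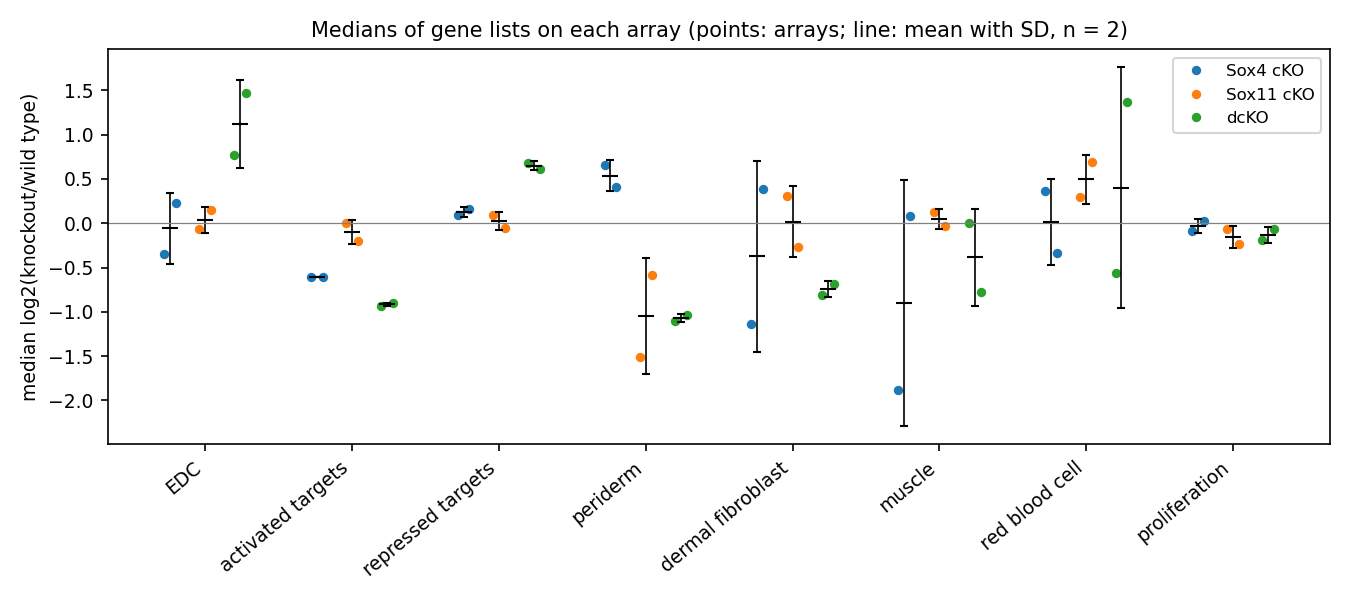
Median log2(knockout/wild type) of gene lists in Sox4 cKO, Sox11 cKO and dcKO, with 1 point per array and a line for the mean of the 2 array medians with its SD (n = 2). The EDC list was higher on both dcKO arrays (0.77 and 1.47) and the activated list lower on both Sox4 cKO arrays and both dcKO arrays.

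The effects of the genotypes correlated weakly across probes. Pearson's r was 0.12 between Sox4 cKO and Sox11 cKO, 0.20 between Sox4 cKO and dcKO, and 0.12 between Sox11 cKO and dcKO (Spearman 0.12, 0.16 and 0.11). Simulated unchanged groups gave −0.004 to 0.007 with separate wild-type RNA and 0.49 to 0.50 with shared wild-type RNA. The simulation split the noise equally between knockout and wild type and added no error of the array itself. Its values therefore cannot settle whether wild-type RNA was shared. The labels do not state whether wild-type RNA was shared between comparisons.

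Sex-linked transcripts differed between arrays but not within them. Xist was well above background in both channels of replicate 2 of Sox4 cKO and of Sox11 cKO and in no channel of the other 4 arrays, whereas Ddx3y, Eif2s3y and Uty showed the reverse. On each of the 6 arrays knockout and wild type were therefore alike in sex. In the single knockouts sex coincided with the replicate number, and both dcKO arrays were male by these transcripts. Replicate 2 of dcKO therefore did not share wild-type RNA with replicate 2 of either single knockout.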

Values the study reported

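The study reported 1065 probesets that were altered in dcKO epidermis and in neither single knockout. It stated that over 60% of the probesets with changed expression were changed in dcKO exclusively. It also stated that 32 out of 43 EDC genes were higher when both genes were lost.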

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

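The difference between Sox4 cKO and Sox11 cKO was examined on the same 6 arrays, and every test used below to weigh it was chosen after the difference had been seen. The settings that left out 1 array or changed the scaling had been fixed beforehand. Their use on this difference was chosen after it had been seen. The contrast of the 2 single knockouts was tested per probe in limma and on 12 gene lists with camera, adjusted over these 12. Only 1 of the probes passed the adjusted p threshold over all probes, while 2935 had an unadjusted p under 0.05 and 2784 would be expected by chance. That probe was Krt4, and 4 of the 12 lists passed.

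Krt4, a keratin of the periderm, was higher by 2.46 in Sox4 cKO than in Sox11 cKO (adjusted p = 0.0358 in limma). It rose on both Sox4 cKO arrays (1.19 and 0.78) and fell on both Sox11 cKO arrays (−1.44 and −1.51). The call depended on each of the 4 single-knockout arrays. The adjusted p was 0.121 without Sox4 cKO replicate 1, 0.0564 without Sox4 cKO replicate 2, 0.083 without Sox11 cKO replicate 1 and 0.152 without Sox11 cKO replicate 2, and 0.00254 without either dcKO array. The periderm list, which holds Krt4, differed by a median of 1.61 (camera adjusted p = 7.5e-07), with 5 of its 6 genes higher in Sox4 cKO. It did not pass with fry (p = 0.0536) or with an estimated correlation (p = 0.125). Its array medians were 0.66 and 0.41 in Sox4 cKO and −1.51 and −0.58 in Sox11 cKO, and leaving out 1 array gave differences of 1.13 to 2.09. Krt17 went the other way (−0.93 in Sox4 cKO and 0.02 in Sox11 cKO). Dye bias was tested with the dye coefficient of Krt4, which was 0.15, far below the difference, and Krt4 kept its sign across the dye swap in each genotype. Signal near background is argued against as well, since Krt4 was well above background in all 12 channels. Both signs of Krt4 held under each scaling tried. What stays open is the amount of periderm, which could differ between the embryos of an array apart from genotype. The list genes other than Krt4 moved with it (median difference 1.60), and with 2 arrays per genotype such a difference in amount and an effect of genotype cannot be told apart. An effect of genotype on periderm keratins is a hypothesis that stays open too.

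The list of activated targets was lower in Sox4 cKO than in Sox11 cKO, with a median difference of −0.53 (camera adjusted p = 8.53e-14, fry p = 0.00856, estimated correlation p = 0.0148), and all 25 genes went this way. The study chose these genes partly on these arrays. Leaving out 1 array gave −0.61 to −0.39. Dye bias is argued against by both Sox4 cKO arrays, on which the medians were −0.61 and −0.60 with the dyes swapped. Less dermal tissue in the Sox4 cKO samples was tested by adding the dermal list's median on each array to the model. The difference was then −0.43 (camera p = 2.49e-13 at the preset correlation), while 361 of 21362 genes moved by more than 0.25, so a dermal trend of this form does not account for the whole difference. The dermal list itself still differed by −0.27 in this model (camera p = 0.0134 at the preset correlation), against −0.61 without the covariate. The adjustment was therefore partial, and a larger share of dermal tissue in the difference is not excluded. The activated and dermal lists share no gene, but some activated genes split between the Sox4 cKO arrays as Col1a1 did (−3.57 and 0.77). They were Twist2 (−2.57 and 1.13), Pcolce (−3.01 and 0.93), Lgals1 (−2.05 and 0.24) and Serpinf1 (−2.07 and 0.20). Of the 25 activated genes, 2 were higher on replicate 1 of Sox4 cKO and 5 on replicate 2. Sharing no gene therefore does not make the lists independent. A stronger dependence of the activated genes on Sox4 than on Sox11 is a candidate explanation. The arrays cannot show how complete the Sox11 deletion was, because both Sox11 probes lay near background. The study checked the loss of both transcripts by RT-qPCR, which was not analysed here.

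The dermal fibroblast list was lower in Sox4 cKO than in Sox11 cKO by a median of −0.61 (camera adjusted p = 0.0108) and the muscle list by −0.83 (camera adjusted p = 0.00504). Neither passed with fry (p = 0.553 and 0.442) or with an estimated correlation (p = 0.422 and 0.304). Without Sox4 cKO replicate 1 the dermal difference turned to 0.34 and the muscle difference to 0.12. Without Sox11 cKO replicate 1 the dermal difference was 0.23 and the muscle difference −0.50. A different carry-over of dermis and muscle in Sox4 cKO replicate 1 may therefore explain both differences. This is a hypothesis formed on the same data, and an effect of genotype remains open but was not needed.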

How the results depend on the processing

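The alternatives were chosen before the data were examined, except for ComBat together with a linear fold change over 1.5, the EDC list with the probe that the study named Flg, and the dermal list as a covariate, which were chosen after the data were seen. When 1 array was left out, the genotype left with 1 array was assumed to vary like the others. Values given for Sox11, Sox12 and the dimmer Sox4 probe are fitted values, not measured folds, since these probes were not well above background in some or all knockout samples.

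The changes of the EDC list and of both target lists in dcKO kept their direction and stayed past the threshold under every alternative tried. Over the alternatives other than leaving out an array, the median of the EDC list ranged from 0.56 to 1.28, that of the activated targets from −1.16 to −0.72 and that of the repressed targets from 0.51 to 0.66. Leaving out 1 array gave 0.86 to 1.18, −0.93 to −0.86 and 0.62 to 0.64.

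Without the replicate block 46 probes differed between dcKO and Sox4 cKO and 24 between dcKO and the sum of both single knockouts. Among the counts and the tests of Sox4, Sox11 and the EDC and target lists, the fit without the block changed no other call and moved no other count by over 1.5 times, and all 103 dcKO calls in it were among the 115. The cause of the changes given below was not tested, except where fewer probes or another threshold made them by construction.

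With ComBat in place of the dye term, Sox11 probe 1 (−0.72, adjusted p = 0.0486), Sox11 probe 2 (−0.28, adjusted p = 0.0443) and the brighter Sox4 probe (−0.82, adjusted p = 0.0219) passed the adjusted p threshold in dcKO. The replicates then correlated at 0.42 in Sox4 cKO, 0.46 in Sox11 cKO and 0.67 in dcKO. ComBat removes the dye difference from the values without counting its degree of freedom, which lowers p by construction. Removing a difference estimated from the same replicates also raises their correlations by construction. With ComBat and a linear fold change over 1.5 the counts were 25 in Sox4 cKO, 2 in Sox11 cKO and 963 in dcKO, 942 of these in dcKO alone. The differences then counted 369 probes against Sox4 cKO, 609 against Sox11 cKO and 117 against the sum. With the linear fold change alone, or with adjusted p alone, 465 probes were called in dcKO and 462 in dcKO alone.

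An offset of 50 gave 0 calls in Sox4 cKO and 1 in Sox11 cKO, and the brighter Sox4 probe passed in dcKO (−0.77, adjusted p = 0.00925). The dcKO replicates correlated at 0.42, and the effects of dcKO at 0.27 with Sox4 cKO and 0.18 with Sox11 cKO. Without background subtraction 1 probe was called in Sox4 cKO and 7 in Sox11 cKO, and the brighter Sox4 probe passed in dcKO (−0.80, adjusted p = 0.0138). In Sox11 cKO the melanocyte list (−0.022) and Sox11 probe 1 (−0.0013) changed sign. With a trended and robust prior 2 probes were called in Sox11 cKO, and the brighter Sox4 probe passed in dcKO (−0.82, adjusted p = 0.00209).

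Median centring gave 1 call in Sox11 cKO. The proliferation list (0.12) and Sox11 probe 2 (0.049) changed sign in Sox4 cKO, and the melanocyte (−0.10) and hair follicle bud (−0.054) lists in Sox11 cKO. The replicates correlated at −0.40 in Sox4 cKO, −0.39 in Sox11 cKO and −0.054 in dcKO. The effects correlated at 0.028 between the single knockouts, and those of dcKO at 0.15 with Sox4 cKO and 0.17 with Sox11 cKO.

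The Feature Extraction log ratio gave 0 calls in limma in Sox4 cKO, in dcKO, in dcKO alone, and in dcKO against Sox4 cKO, Sox11 cKO and the sum. In dcKO 5750 probes had an unadjusted p under 0.05 there, and all 115 of the dcKO calls had the same sign. In Sox4 cKO the red blood cell list (−0.031), the proliferation list (0.0015) and Sox11 probe 2 (0.0084) changed sign. So did the melanocyte list (−0.069), Sox11 probe 1 (−0.11) and the dimmer Sox4 probe (−0.015) in Sox11 cKO, and Tubb3 (0.058) in dcKO. The dimmer Sox4 probe no longer passed in Sox4 cKO (−4.74, adjusted p = 0.52) or dcKO (−3.70, adjusted p = 0.235). The effects correlated at 0.034 between the single knockouts, and those of dcKO at 0.15 with Sox4 cKO and 0.067 with Sox11 cKO.

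With only probes well above background, 0 probes were called in Sox4 cKO and 31 departed from the sum. The red blood cell list in Sox4 cKO (−0.020), the hair follicle bud list in Sox11 cKO (−0.023) and the blood vessel list in dcKO (0.17) changed sign. The dimmer Sox4 probe no longer passed in Sox4 cKO (−1.96, adjusted p = 0.0795). The dcKO replicates correlated at 0.50, and the effects of dcKO at 0.33 with Sox4 cKO and 0.20 with Sox11 cKO. Counting 1 probe per gene gave 0 calls in Sox4 cKO, 41 against Sox4 cKO, 45 against Sox11 cKO and 25 against the sum. With only the 2 arrays of the genotype in the fit, 5 probes were called in Sox4 cKO and 2 in Sox11 cKO.

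Leaving out 1 array gave 0 to 27 calls in Sox4 cKO, the most without Sox4 cKO replicate 2, and 1 to 43 in Sox11 cKO, the most without Sox11 cKO replicate 1 and the fewest without Sox11 cKO replicate 2. Without Sox4 cKO replicate 1, or without either Sox11 cKO array, 0 probes were called in Sox4 cKO. The dcKO calls numbered 118 to 163. The counts were 43 to 124 against Sox4 cKO, 45 to 140 against Sox11 cKO and 25 to 82 against the sum. Their lowest values came without Sox4 cKO replicate 1 in the first and without Sox11 cKO replicate 2 in the others, and their highest without dcKO replicate 2. The effects correlated at 0.0011 to 0.15 between the single knockouts, at 0.11 to 0.20 between Sox4 cKO and dcKO and at 0.036 to 0.15 between Sox11 cKO and dcKO.

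The brighter Sox4 probe ranged from −1.06 to −0.58 in dcKO without 1 array, and it passed the threshold without Sox4 cKO replicate 1 or 2. In Sox4 cKO the dimmer Sox4 probe ranged from −2.25 to −1.67, and it did not pass without any 1 of the 4 single-knockout arrays. Sox11 probe 1 (−0.23 to 0.40) and Sox11 probe 2 (−0.012 to 0.0063) changed sign there without Sox4 cKO replicate 2. In Sox11 cKO the sign changed for Sox11 probe 1 without replicate 1 of that genotype (−0.45 to 0.54) and, without replicate 2, for the brighter Sox4 probe (−0.024 to 0.26) and the dimmer one (−0.091 to 0.25). Without dcKO replicate 1 it changed in dcKO for Sox12 (−0.56 to 0.38), Krt5 (−0.024 to 0.14) and Tubb3 (−0.18 to 0.092).

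Marker lists also changed sign when 1 array was left out. In Sox4 cKO they were dermal fibroblast (−1.10 to 0.32), red blood cell (−0.90 to 0.97), immune (−0.17 to 0.029), muscle (−2.14 to 0.24) and periderm (−0.083 to 1.00), all without replicate 1, and melanocyte (−0.51 to 0.69) without replicate 2. In Sox11 cKO they were dermal fibroblast (−0.77 to 0.64), melanocyte (−0.28 to 0.20) and muscle (−0.36 to 0.39) without replicate 1, and blood vessel (−0.061 to 0.058), immune (−0.43 to 0.25) and hair follicle bud (−0.12 to 0.18) without replicate 2. Without dcKO replicate 2 they were, in dcKO, red blood cell (−0.61 to 1.47), melanocyte (−0.52 to 0.11) and muscle (−1.16 to 0.56).

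Under all alternatives, the Sox4 and Sox11 probes and the EDC and target lists gave 221 values that kept their direction and side of the threshold, 7 that kept their direction but no longer passed, 8 that newly passed and 10 that changed sign. For the named genes and marker lists these numbers were 1083, 107, 49 and 29, with the brighter Sox4 probe and Sox11 probe 1 in dcKO counted in both. Here the marker lists were counted by camera p before adjustment over the 27 tests. The 107 therefore include values of lists that had not passed after that adjustment. These lists were hair follicle bud in Sox4 cKO (8 values) and dcKO (5 values) and proliferation in dcKO (7 values). Signal over background limits what these arrays can show. Between 38.9% and 43.6% of spots were well above background in a channel, so changes of Sox11, Sox12 and other dim transcripts were not detectable or are known only as bounds.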

Other observations

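All of the tests used below to weigh explanations were chosen after the result had been seen, and the genes given for replicate 2 of Sox11 cKO were singled out after their values were seen.

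Here 112 probes were called in dcKO and in neither single knockout. This count lies below the one that the study reported. With ComBat in place of the dye term and a linear fold change over 1.5 it was 942. That is nearer to the study's count and still below it. The threshold behind that count was not tested further. The 112 probes made up 97.4% of the probes called in any knockout. This share lies above the bound that the study stated. Of the 51 EDC genes, 38 were higher in dcKO and 19 were called higher. The study counted over a list of its own, so the shares of EDC genes were not compared.

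The higher EDC genes in dcKO have several technical explanations. Dye bias is argued against, since the median was 0.77 on the lower of the 2 dcKO arrays, whose dyes were swapped. Less dermal tissue in the knockout sample, which would raise epidermal genes together, was tested with the dermal list's median on each array as a covariate. The EDC median was then 0.96 (camera p = 1.48e-24 at the preset correlation), while 2688 of 21362 genes moved by more than 0.25. The keratins Krt5, Krt14, Krt1 and Krt10, all abundant in epidermis, had a median of 0.44. The basal Krt5 (0.06) and Krt14 (0.26) lay below it, and Krt1 and Krt10, also markers of differentiation, above it. A general rise of epidermal genes is not excluded as a part of the change, but the basal keratins gave little sign of one. Probes shared between paralogs of the Lce and Sprr families are argued against as the whole cause by the 16 list genes outside these families. They had a median of 0.55 (camera p = 3.09e-05 at the preset correlation, fry p = 0.00671). Camera with an estimated correlation was not run on these 16 genes. A difference in sex is argued against by Ddx3y, Eif2s3y and Uty, which were well above background in both channels of both dcKO arrays. Their largest absolute log2 ratio was 0.37, for Uty on replicate 2, while Ddx3y and Eif2s3y stayed within 0.19. A difference in developmental stage between the embryos of an array, apart from genotype, could raise the same genes. The highest EDC median on the 4 single-knockout arrays was 0.23, below both dcKO arrays, but with 2 dcKO arrays stage and genotype cannot be told apart. An effect of losing both genes stays open as a hypothesis.

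The probes past the adjusted p threshold in dcKO were followed in the single knockouts. Of the 172 lower probes, 73.3% were also lower on both Sox4 cKO arrays and 39.0% on both Sox11 cKO arrays, against 22.9% and 22.8% of all probes. Of the 293 higher probes, 33.1% were higher on both Sox4 cKO arrays and 43.7% on both Sox11 cKO arrays, against 23.0% and 22.6% of all probes. Whether these shares differ between the single knockouts was not tested.

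A few differentiation genes were far higher on replicate 2 of Sox11 cKO than on replicate 1. Cdsn was 3.68 there, Ivl 2.30, Krt1 1.60 and Lor 1.32, against 0.20, 0.33, 0.09 and 0.07 on replicate 1. The EDC list, to which Ivl and Lor belong, was divided on this array, with a median of 0.14 against 0.23 on Sox4 cKO replicate 2. Crct1 (1.91), Hrnr (1.82), Lce3f (1.65), Sprr3 (1.40) and Sprr1b (1.14) were higher too, while Kprp and 2310050C09Rik were not well above background in either channel of the Sox11 cKO arrays. Krtap13 was 6.04 on this array, −3.95 on dcKO replicate 1 and −0.18 on dcKO replicate 2, and it passed in neither genotype (adjusted p = 0.513 and 0.241). Sftpd, Kng1 and Vsig8, which were lower in dcKO, were 3.60, 2.72 and 1.73 on replicate 2 of Sox11 cKO. No explanation was tested for this array.

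The wild-type channels of different arrays differed by unequal amounts. Over 6264 probes, the SD of the difference between log2 wild-type signals was 0.28 between replicate 1 of Sox4 cKO and of dcKO and 0.26 between replicate 2 of these genotypes. It was 0.48 to 0.65 for pairs with Sox11 cKO. Replicate 2 of Sox4 cKO and of dcKO differed in sex by Xist, so their wild-type samples were not the same RNA.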
